# Cyperotundone promotes chemosensitivity of breast cancer via SRSF1

**DOI:** 10.3389/fphar.2025.1510161

**Published:** 2025-03-19

**Authors:** Chao Li, Lin Wang, Zhaoyun Liu, Xinzhao Wang, Luhao Sun, Xiang Song, Zhiyong Yu

**Keywords:** breast cancer, drug resistance, EMT, cyperotundone, SRSF1

## Abstract

Breast cancer is among the most common malignancies and the leading cause of cancer-related deaths in women. SRSF1 proteins belong to an important splicing factor (SF) family and bind to different splicing regulatory elements (SREs) to promote or inhibit splicing, such as oncogenic splice-switching of PTpMT1, which promoting the progression of cancer. Cyperotundone (CYT) is the major bioactive component of sedge and reported to exhibit multiple biological functions, including its potent cytotoxic effect on breast cancer cells. However, the detailed impact and molecular mechanisms of CYT in breast cancer remain poorly understood. This study aimed to investigate the effects of CYT on breast cancer drug resistance and to explore the molecular mechanisms. CYT significantly suppressed the *in vitro* and *in vivo* growth of BC cells without affecting the normal cells at different doses (P < 0.001), induced cell apoptosis, and inhibited the migration and invasion of drug-resistant BC. In comparison with the mono treatment with CYT, combination of CYT and doxorubicin (Dox) enhanced the effects. CYT treatment regulated the RNA and protein levels of epithelial mesenchymal transition (EMT) biomarkers, suppressed the sphere formation ability and expression of cancer stem cell biomarkers in drug resistant BC cells. Results from transcriptome sequencing analysis and experiments identified significantly decreased SRSF1 level in drug resistant cells after CYT treatment. RNA and protein levels of SRSF1 and MYO1B were higher in drug resistant BC cells (P < 0.01). SRSF1 regulated alternative splicing of MYO1B to enhance the ability of drug resistance. Knockdown of SRSF1 significantly decreased expression of full-length MYO1B protein in drug-resistant BC cells (*P* < 0.05). Overexpression of SRSF1 and MYO1B revered the inhibitory effects of CYT. In conclusion, CYT repressed the growth and metastasis of BC cells and recovered drug sensitivity, through SRSF1-regulated the alternative splicing of MYO1B RNAs, which may represent a novel molecular mechanism to overcome drug resistance in breast cancer. Targeting SRSF1 or MYO1B may be identified as a novel molecular mechanism to against drug resistant in breast cancer.

## 1 Introduction

Breast cancer (BC) is one of the most common malignancies and ranks as the second leading cause of cancer-related deaths in women (Khongkow et al., 2013). Despite the effects of surgical intervention, chemotherapy and radiotherapy, the frequently developed chemotherapy resistance and advanced metastasis lead to high mortality and poor prognosis of BC (Ma et al., 2021; Zhang et al., 2021). A deep understanding of the molecular mechanisms underlying drug resistance is urgent and essential to improve the therapeutic efficacy and survival of patients with advanced BC.

Alternative splicing (AS) is a post-transcriptional process that widely exists in genes and plays a critical role in expanding the transcript and protein diversity, and is increasingly recognized for its role in cancer progression and therapy resistance (Baralle and Giudice, 2017; Bergsma et al., 2018). In breast cancer (BC), AS events contribute to disease progression and metastasis, which are key determinants of patient survival (Bhadra et al., 2020; Bonnal et al., 2020). Abnormal AS can lead to the production of protein isoforms that promote cell growth, resistance to apoptosis, and increased metastatic potential, all of which are critical for the aggressiveness of BC (Zheng et al., 2020; Cherry and Lynch, 2020; Liu and Rabadan, 2021). While AS has been extensively studied for its role in therapeutic resistance, the contribution of splicing factors (SFs), such as SRSF1, to BC progression and drug resistance is gaining increasing recognition and deserves further investigation.

SRSF1, a key SF, binds to different splicing regulatory elements (SREs), such as exonic splicing enhancers (ESEs) and intronic splicing enhancers (ISEs), to regulate AS by promoting or inhibiting the recognition of splice sites (Paz et al., 2021). In addition, SRSF1 performs other biological functions, including transcriptional activation, RNA stabilization, mRNA transport, and translation control (Paz et al., 2021). Notably, the carcinogenic effects of SRSF1 and SRSF1-mediated AS events have been reported in BC. Our early study also demonstrated that SRSF1 reduces cisplatin chemosensitivity of triple-negative BC cells through the circSEPT9/GCH1 axis. Besides, SRSF1 promotes BC progression via oncogenic splice switching of PTpMT1 and PRMT1-mediated SRSF1 methylation could suppress oncogenic exon inclusion events and breast tumorigenesis (Du et al., 2021; Shao et al., 2023). However, its clinical significance, specific targets and detailed regulatory mechanisms in BC remain unclear.

Exploring the molecular mechanisms of SRSF1 in breast cancer, as above mentioned, may help to identify a new target to chemotherapy resistance, finding drugs to overcome drug resistance could explore a potential therapeutic approach to solve the clinical problem. Our early findings had demonstrated the anticancer activity of Cyperus rotundus ethanol extract (EECR) on triple-negative breast cancer. The cyperus rotundus belongs to the sedge family and has been widely reported in pharmacological studies (Ribeiro et al., 2019). As an important source of traditional medicine, sedges have been reported as potential treatments for a variety of diseases (Ribeiro et al., 2019). Cyperotundone (CYT) is the main active component of sedge and exhibits multiple biological functions such as anti-inflammatory, anti-oxidation, antibacterial, neuroprotective, anti-cancer, anti-depression, anti-obesity, anti-arthritis, vasodilatation, bronchiectasis, spasmolysis and estrogen (Shao et al., 2023; Wang et al., 2019). Recent studies have suggested that CYT may play a significant role in overcoming drug resistance in BC by modulating processes involved in oxidative stress and apoptosis. In particular, CYT has been shown to enhance the chemosensitivity of BC cells to conventional chemotherapeutic agents, suggesting its potential as a therapeutic agent to combat drug resistance in BC. However, the specific role and underlying molecular mechanisms of CYT in BC remain unclear. In this study, we explored the effects of CYT on drug resistance of BC and investigated the correlated molecular mechanisms.

## 2 Material and methods

### 2.1 Cell culture

Human breast cancer cell lines MCF7, MDA-MB-231 and human normal mammary epithelial cells MCF10A were cultured in MEM medium (Hyclone, SH30024.01B) with 1% streptomycin and penicillin (Sigma) and 10% fetal bovine serum (Gibco) at 37 °C in a humidified incubator with 95% air and 5% CO_2_. Drug-resistant breast cancer cell lines MCF7-DR and MDA-MB-231-DR were cultured in MEM medium containing low concentration of doxorubicin (DOX, 0.1 µM; MCE). All cells were cultured in a 37°C incubator containing 5% CO_2_.

### 2.2 Cell treatment and transfection

The cells were digested and seeded into 6-well plates at a density of 10^6^ cells/well. After attachment, the cells were starved in serum-free medium for 2 h, then the mixture of Lipofectamine 2000 (Invitrogen, 15 µL) and plasmids 6 µg or siRNAs 200 pmol (Biomed) was added to incubate for 8 h. The medium was changed to complete and incubated for another 40 h. Cells were then collected and used for following experiments.

### 2.3 Quantitative real-time polymerase chain reaction (qPCR)

Cells were lysed with Trizol reagent (Beyotime, China), followed by the addition of chloroform and gentle mixing to remove the organic phase. RNA was precipitated by adding isopropanol to the aqueous phase. The RNA pellet was washed with 75% ethanol and resuspended in TE buffer. RNA concentration was determined, and 2 μg of RNA was used for reverse transcription, utilizing the GoScript Reverse Transcription System (Promega, USA). SYBR qPCR Super Mix Plus (Takara, Japan) was employed for qRT-PCR according to manufacturer’s introduction. *GAPDH* served as the internal control. Relative RNA level was calculated relative to *GAPDH* gene expression using the 2^–ΔΔCT^ formula: ΔCT (test) = CT (target, test) – CT (ref, test); ΔCT (calibrator) = CT (target, calibrator) – CT (ref, calibrator); Target gene fold change = 2^– (ΔCT (test) – ΔCT^ (calibrator)). Primers used in this study are listed in (Supplementary Table S1).

### 2.4 Western blotting assay

Total proteins were collected using RIPA lysis buffer (Beyotime). After centrifuge at 12,000 rpm for 10 min, the supernatant was collected and separated in SDS-PAGE gel. The gel concentration was 12% when the molecular weight of target proteins was less than 50kd, while gel concentration was 10% if molecular weight more than 50kd. The proteins were transferred to PVDF membranes (Millipore), followed by blocking with 5% non-fat milk in TBS at room temperature for 1 h. The protein bands were then probed with primary antibodies (Proteintech) overnight at 4°C. Next day, the membranes were washed with PBST and hatched with HRP-conjugated anti-mouse or anti-rabbit antibody at room temperature for 1 h. The dilution factors of antibodies were determined by manufacturer’s introduction, usually 1:1,000. The bands were visualized after reaction with ECL reagent (Millipore). ImageJ software was used to analyze the gray value of the band and calculate the relative gray value of the target band (relative gray value = gray value/gray value of the reference band of the same sample).

### 2.5 Cell counting kit 8 (CCK-8) assay

The cells were collected after digestion and re-suspended to 5 × 10^3^ cells/100 µL as the initial plating density in complete media. Then 100 μL cell suspension was added to each hole of the 96-well plates, and the plate was placed in the 37°C cell incubator. After attachment, the media containing CYT (25 μM; MCE) and/or DOX (4 µM) were replaced and incubated for 24 h or the specified time. After that, 10 µL CCK-8 reagent (SolarBio) was added to each well, and the absorbance values at the wavelength of 450 nm were determined by microplate reader.

### 2.6 EdU assay

EdU experiment was conducted to examine cell proliferation. In short, cells were digested and seeded into 6-well plate. After attachment, the cells were treated with indicated drugs for 24 h, and then incubated with EdU working solution (SolarBio, 10uM) for 2 h without any positive controls. The cells were then washed with PBS and fixed for 15 min. After that, cells were reacted with Click solution for 20 min, washed with PBS, stained with Hoechst 33,342 (Beyotime) for 10 min. The Images were taken under a fluorescence microscope.

### 2.7 Colony formation assay

Cells were digested and suspended as single cells in complete medium and seeded into 6-well plate with 1,000 cells per well of 9.5 cm^2^. After incubation in 37°C incubator for 2 weeks, the colonies were stained with 2% crystal violet dye (in methanol) for 20 min. The cells were then washed with distilled water and air-dried. Images were taken by digital camera.

### 2.8 Wound healing

Cells were cultured in plates to form a tight monolayer. Drawing a straight line across the cell monolayer by a sterile scratch tool to form a “wound”. Cells were washed with serum-free culture medium to remove cell debris and non-adherent cells in the scratch. Cells were continued in culture and allowed to migrate to fill the scratch area. The healing of the scratch area was observed and recorded by microscope at different time points after the start of the experiment (0 h, 24 h, 48 h), and the distance of cell migration at different time points were compared.

### 2.9 Transwell assay

Cells were plated in the upper chamber with Matrigel coating for invasion assays, and the number of cells that migrated to the lower chamber was quantified after 24 h using crystal violet staining.

### 2.10 Cell apoptosis detection

Cell apoptosis was detected by Annexin V/PI apoptosis detection kit (Beyotime). In short, adherent cells were transfected and treated with indicated drugs, digested with enzyme without EDTA (Gibco), supplemented with complete medium, centrifuged at 1,000 rpm for 5 min, and the supernatant was discarded. Cells were then suspended with PBS that added with FITC-Annexin V reagent and PI reagent and incubated for 30 min. The samples were then examined by flow cytometer (BD Biosciences, USA). Data were acquired from a minimum number of events (at least 10,000 cells).and analysis was conducted using FlowJo software, wherein the populations of normal, early apoptotic, and late apoptotic cells were gated in the untreated group and these gates were directly applied to the treated group.

### 2.11 Xenograft tumor model

Balc/c nude female mice (Beijing Vital River Laboratory Animal Technology Co., Ltd.) that weighted about 20 g and aged 4–5 weeks old were housed in pathogen free environment for 1 week to acclimate. MDA-MB 231 cells were digested and resuspended in PBS at 1 × 10^8^/mL. A total of 100 μL cell suspension was injected subcutaneously to the right mammary gland. After the tumor size reached 100 mm^3^, the mice were randomly divided into three groups (Con/DOX/CYT + DOX)and given intraperitoneal injections of normal saline, Dox (3 mg/kg body weight), or CYT (15 mg/kg body weight) + Dox. Treatment was administrated every 3 days and tumor size was measured and calculated every 3 days and calculated as Volume (mm^3^) = 0.5 × (width^2^ × length). The mice were then succumbed to death by anesthesia injection, and tumors were collected and divided into two parts, one of which was fixed in 4% PFA (Thermo) and the other part was frozen in −80°C for protein and RNA measurement. All animal experiments were authorized by the Ethical Committee of Shandong Cancer Hospital (SDTHEC2021003102).

### 2.12 Immunohistochemical (IHC) staining

Tumor tissues were fixed, dehydrated in graded ethanol (Aladdin), and made into 5-µm slices. The tissue sections were heated in at 65°C and dewaxed in xylene and ethanol. After incubation with 3% H_2_O_2_ and 0.1% TritonX-100 (SolarBio), antigen retrieval was performed using sodium citrate. The samples were blocked in goat serum (Beyotime) and probed with anti-KI-67 antibody (Abcam) overnight at 4°C. Next day, the samples were hatched with secondary antibody for 1 h, and dyed with DAB reagent (Beyotime). The nuclei were stained with hematoxylin (Thermo). Images were taken with a microscope (Leica, Germany).

### 2.13 RNA sequencing analysis

The transcriptome sequencing samples were total RNA extracted from cells. RNeasy Mini Kit (250) Qiagen#74106 kit was used for sample RNA extraction in accordance with the kit procedures. The quality of obtained RNA samples was tested using Agilent Bioanalyzer 2,100 (Agilent technologies, Santa Clara, CA, US). Total RNA was quantified using Qubit^®^3.0 Fluorometer and NanoDrop One spectrophotometer. For cDNA library construction, the mRNA in the obtained RNA samples was separated and fragmented, and double-stranded cDNA was synthesized, the end of the strand was repaired and tailed, and the junction was added for enrichment. Then Qubit^®^ 3.0 Fluorometer was used to detect the concentration and Agilent 2,100 to detect the size of the library. Illumina NovaSeq 6,000 platform adopted for sequencing to generate raw data, which were processed to remove low-quality sequences, joint contamination, ribosome sequences (rRNA) to obtain high-quality sequences (Clean Reads). All subsequent analyses were based on Clean Reads. Clean Reads were compared to reference genes using Hisat2 software, FPKM was used to characterize different gene expression levels using Stringtie software, and genes were statistically quantified using edge software. Differentially expressed genes (DEGs) were then calculated with log2(FC) > 1 as the criterion. In order to determine the biological functions and signaling pathways of DEGs, we annotated each gene based on Gene Ontology (GO) and KEGG databases.

### 2.14 Statistical analysis

SPSS 20.0 and GrapgPad Prism 9.0 were used for statistical analysis, and the statistical differences among groups were tested by one-way ANOVA (single variance analysis). Paired Student’s t-test was used for the comparison of parameters between two groups. Data in each group were the average of three independent experiments, and the data were expressed as the mean ± standard deviation (SD). *P < 0.05 was considered as statistical difference.

## 3 Results

### 3.1 Cyperotundone stimulates the chemosensitivity of breast cancer cells *in vitro*

We first determined the effects of cyperotundone (CYT) on proliferation of cells and observed that CYT significantly inhibited the survival of breast cancer (BC) cells but not the normal breast epithelial cells MCF10A (Figure 1A). We observed that Doxrubicin (Dox) dose-dependently inhibited the survival of parental MCF7 and MDA-MB-231 (Figure 1B). Then, we evaluated the effects of CYT on drug resistance of BC cells using drug resistant MCF-7-DR and MDA-MB-231-DR cells (Figure 1C). The results of EdU (Figure 1D), CCK-8 (Figure 1E), and colony formation (Figure 1F) showed that compared with the Dox treatment group, combined treatment with CYT and Dox significantly inhibited cell growth and the proportion of EdU positive cells. Moreover, Dox treatment induced apoptosis of breast cancer resistant cells, which was significantly enhanced when combined with Epi (Figure 1G).

**FIGURE 1:**
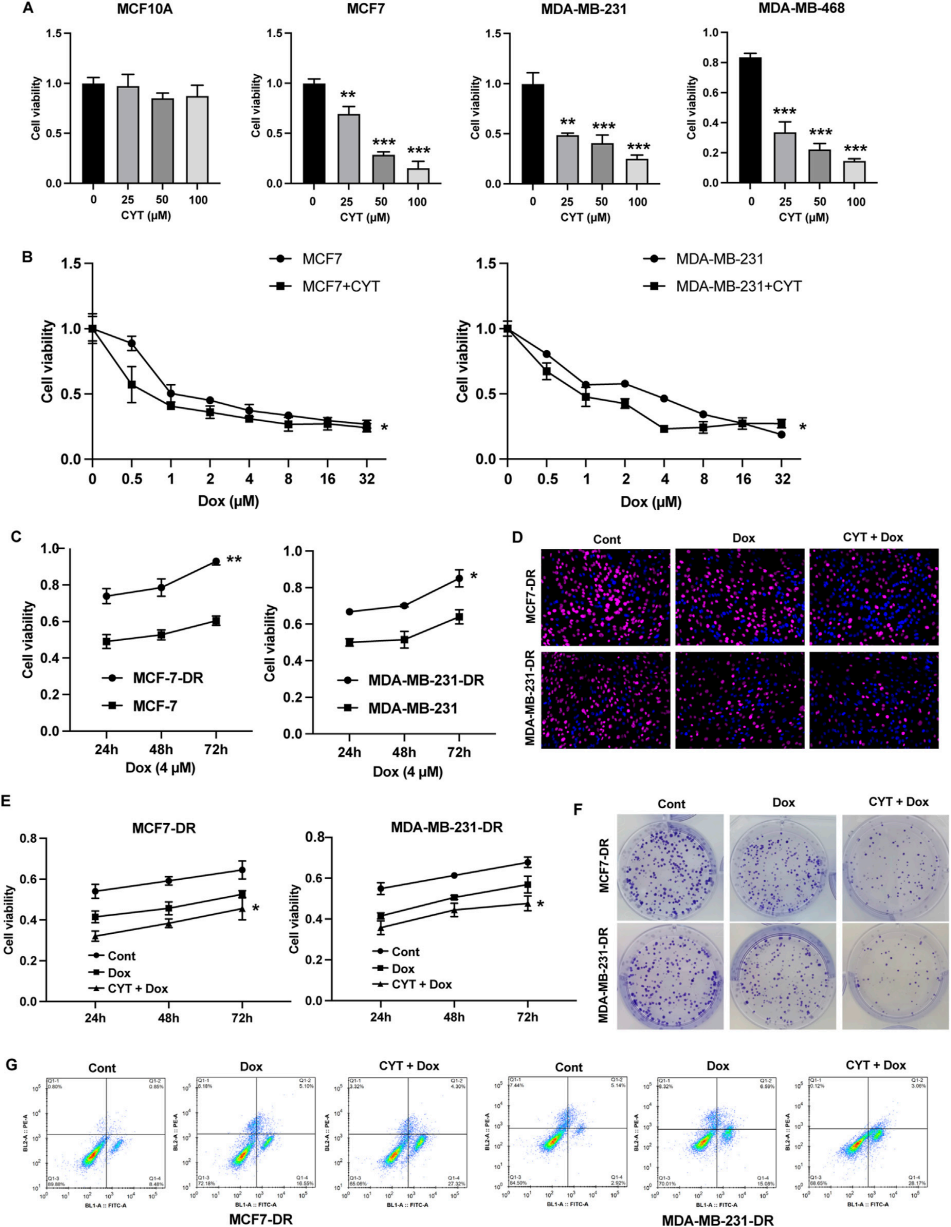
Cyperotundone stimulates the chemosensitivity of BC cells *in vitro*. **(A)** Effects of cyperotundone (CYT) on proliferation of normal mammary epithelial cells (MCF 10A) and breast cancer (BC) cells (MCF 7, MDA-MB-231 and MDA-MB-468). **(B)** Growth curve of MCF7 and MDA-MB-231 under doxorubicin (Dox, 0.1 µM) treatment. **(C)** Growth curve of drug resistant MCF7-DR and MDA-MB-231-DR compared with parental cells under Dox treatment. **(D–F)** Cell proliferation of MCF7-DR and MDA-MB-231-DR under treatment with CYT and Dox was measured by EdU, CCK-8, and colony formation assay. **(G)** Cell apoptosis was measured by flow cytometry. *P < 0.05, **P < 0.01, ***P < 0.001.

### 3.2 Cyperotundone suppresses metastasis and cancer stemness of drug resistant breast cancer cells

The results from wound healing and Transwell assay showed that Dox treatment repressed the invasion and migration ability of drug-resistant BC cells, and combination of CYT and Dox further enhanced these effects (Figures 2A, B). The protein and RNA expression of N-Cadherin, Vimentin and Snail in MCF7-DR and MDA-MB-231-DR cells were notably downregulated, and E-Cadherin was upregulated by CYT treatment (Figures 2C, D). Moreover, the sphere formation ability of MCF7-DR and MDA-MB-231-DR cells were significantly repressed by CYT compared with control cells (Figure 2E), along with decreased RNA and protein levels of USP37, ALDH1, OCT4 and Smo/Gli-1 (Figures 2F, G).

**FIGURE 2:**
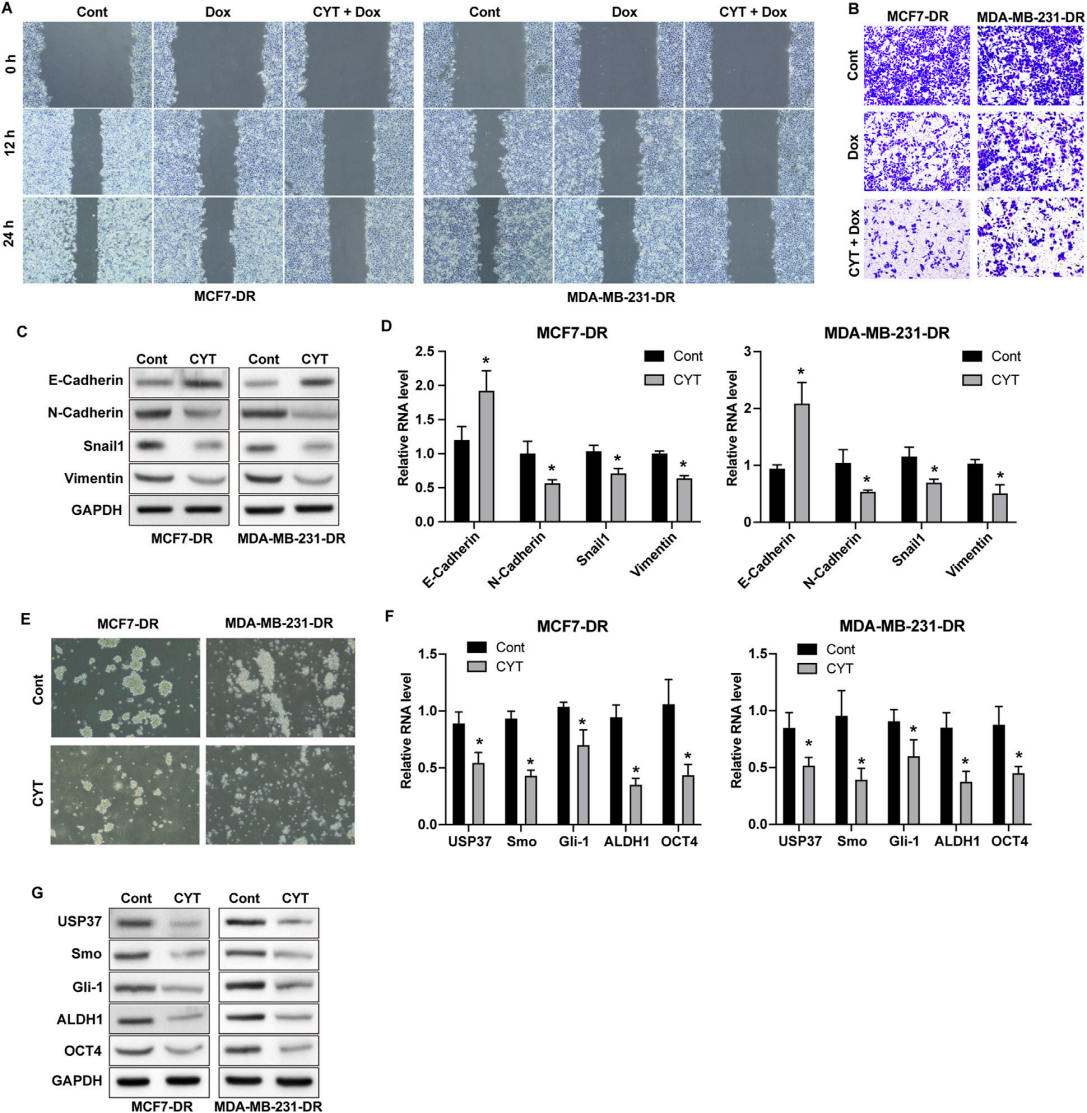
Cyperotundone suppresses metastasis and cancer stemness of doxorubicin resistant BC cells. MCF7-DR and MDA-MB-231-DR cells were treated with CYT and Dox. **(A)** Migration was detected by wound healing experiment. **(B)** Cell invasion and migration was determined by Transwell experiment. **(C)** Protein levels and **(D)** RNA levels of E-Cadherin, N-Cadherin, Vimentin, and Snail were determined by Western blot assay and qPCR assay. **(E)** Self-renewal ability of cells was detected by sphere formation assay. **(F)** Protein levels and **(G)** RNA levels of USP37, ALDH1, OCT4, Smo, and Gli-1 were determined by Western blot and qPCR assay. *P < 0.05, **P < 0.01.

### 3.3 Cyperotundone sensitize the *in vivo* anti-tumor effects of dox

We also established xenograft model using MDA-MB-231 cells to determine the *in vivo* effects of CYT on Dox sensitivity. Similar with the results from *in vitro* experiments, Dox treatment suppressed the *in vivo* growth of breast cancer cells and the tumor size, which was enhanced by combination with CYT (Figures 3A,B), simultaneously suppressed the KI-67 level (Figure 3C). Besides, by measure the RNA and protein level by qPCR and Western blotting, the expression of mesenchymal biomarkers (Figures 3D, E) and cancer stemness biomarkers (Figure 3F, G) was decreased in tumor tissues that treated with Dox, and CYT enhanced these effects.

**FIGURE 3:**
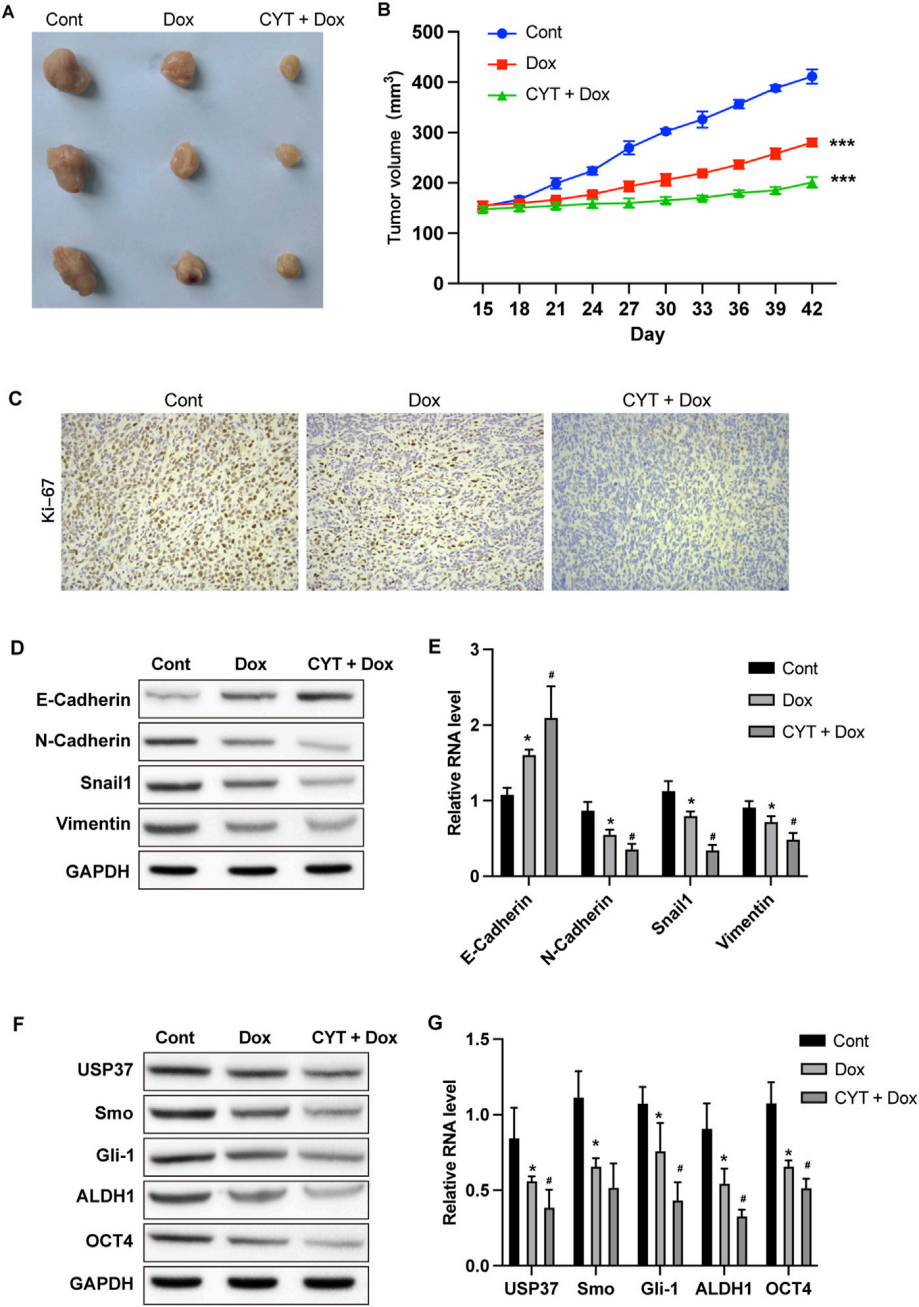
Cyperotundone suppresses the *in vivo* BC cell growth. Xenograft tumor model was established using MDA-MB-231 cells. **(A)** Image of xenograft tumors. **(B)** Tumor growth curve. **(C)** Expression of Ki-67 in tumor tissues. **(D)** Protein levels and **(E)** RNA levels of E-Cadherin, N-Cadherin, Vimentin, and Snail in mouse tumor tissues were determined by Western blotting and qPCR assay. **(F)** Protein levels and **(G)** RNA levels of USP37, ALDH1, OCT4, Smo, and Gli-1 in mouse tumor tissues were checked by Western blot and qPCR assay. *P < 0.05, **P < 0.01, ***P < 0.001.

### 3.4 Cyperotundone affects the growth, metastasis, and drug resistance of breast cancer cells via SRSF1

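The data collected were RNA sequencing libraries of MDA-MB-231-DR cells, a doxorubicin-resistant line derived from the triple-negative breast cancer line MDA-MB-231. There were 3 control libraries and 3 libraries of CYT-treated cells. The paper's text does not name the CYT dose or the treatment time for these libraries. The authors separated mRNA from total RNA, sequenced it on an Illumina NovaSeq platform, removed low-quality, adapter and ribosomal RNA reads, and aligned the clean reads with Hisat2. They deposited 1 table of 58302 genes with the raw count and the FPKM of each gene in each library. The methods name Stringtie for the FPKM, and in the 10160 genes with at least 50 counts in every library, where this was checked, the deposited FPKM equals the count divided by the library's summed gene counts and by 1 fixed length per gene. For these genes the FPKM is therefore no separate measurement from the count. The program that counted reads, its use of strand and its treatment of reads with several matches are not named in the paper's text, so values of overlapping, antisense and duplicated genes are uncertain.
The summed gene counts were 17357053, 17770102 and 14050849 in control replicates 1 to 3, with a median of 17357053. They were 14106017, 13056270 and 13423683 in CYT replicates 1 to 3, with a median of 13423683. The raw counts were scaled by the TMM method and tested with edgeR's quasi-likelihood test, without a term for the replicate number. The test covered the 15572 genes that passed edgeR's filter on low counts. Adjusted p-values are by the Benjamini-Hochberg method over these genes. The methods take a log2 fold change over 1 as the criterion for differentially expressed genes (DEGs). It was read as an absolute value and combined with an adjusted p under 0.05. The biological coefficient of variation was 37.5%, and pairs of replicates within a group correlated across genes with r from 0.904 to 0.971 on the log2 scale, lowest for the pairs with CYT replicate 2. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p under 0.1.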

Next, we performed RNA sequencing analysis to determine the potential targets of CYT for drug resistance of BC cells. 

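Between CYT-treated and control MDA-MB-231-DR cells, 4274 genes passed both criteria for DEGs in edgeR's quasi-likelihood test, of which 2373 were higher and 1901 lower after CYT treatment. The alternative that lowered this number most was limma on log2(FPKM + 1), which gave 2375 DEGs. Without the criterion on the fold change, 4451 genes had an adjusted p under 0.05. The GO and KEGG gene sets were not used here. Lists of genes written by hand for the same subjects before the data were examined stood in for them, and each was tested with limma's camera test at a preset correlation of 0.01, adjusted over 16 lists.
The list of SR and hnRNP genes, which bind pre-mRNA, was lower after CYT treatment, with a median log2 fold change of -0.76 over 39 tested genes (adjusted p = 2.5e-05 from camera). Of these, 35 were lower, and 16 were lower with an adjusted p under 0.05, both over all genes tested and adjusted over the list alone. Translation factors had a median log2 fold change of -0.55 over 42 genes (adjusted p = 0.00393 from camera), with 10 genes called lower over all genes and 9 adjusted over the list alone. The 79 cytosolic ribosomal protein genes did not differ as a list (median -0.14, adjusted p = 0.650 from camera), and the sign of their median changed to 0.0072 under upper-quartile normalization. Genes of the G2 and M phases were lower, with a median of -0.55 over 54 genes (adjusted p = 0.00152 from camera), and 15 of them were called lower by either adjustment. The 43 genes of the S phase did not differ as a list (median 0.08, adjusted p = 0.954 from camera). All of these calls held under the fry test, which asks whether a list changed without comparing it with other genes. None of the calls held when camera estimated the correlation within each list.
The 3 uridine kinase genes did not differ as a list (adjusted p = 0.506 from camera). UCK2 fell by 1.38 on the log2 scale (standard error 0.30, adjusted p = 0.00851 from edgeR's quasi-likelihood test), and UCKL1 fell by 1.09 (standard error 0.30, adjusted p = 0.0252 from the same test). The call of UCKL1 was lost in 3 of the 6 fits that each left out a library. UCK1 was not called (log2 fold change 0.74, adjusted p = 0.135 from the same test), though it was called higher without CYT replicate 2 (log2 fold change 1.02, adjusted p = 0.0112 from edgeR) and with a correction for GC content and length added after the data were seen (adjusted p = 0.0242 from edgeR, and 0.0416 with the replicate block). Of 7 tested nucleotide phosphatase genes, 1 was called lower and 0 higher, adjusted over all genes and adjusted over the list alone, while 4 had an unadjusted p under 0.05. As a list they had an adjusted p of 0.447 from camera and 0.0117 from fry.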

We performed GO and KEGG analysis on the differentially expression genes and identified that CYT treatment notably affected the genes that involved in regulation of uridine kinase activity, pre-mRNA binding, nucleotide phosphatase activity, protein synthesis, and cell cycle (Supplementary Figure S1A, B). 

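SRSF1 (ENSG00000136450) encodes a serine and arginine-rich splicing factor and lies on chromosome 17 of GRCh38 from 58003360 to 58007346, on the minus strand. Its raw counts were 2135, 2636 and 1800 in control replicates 1 to 3 and 256, 370 and 265 in CYT replicates 1 to 3. In CPM, the count scaled to the TMM-normalized library size, the level was 134 ± 5.66 (SD, n = 3) in control cells and 21.8 ± 4.19 (SD, n = 3) in CYT-treated cells. The log2 fold change was -2.62 (standard error 0.30, adjusted p = 0.000662 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every CYT library was below every control library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). SRSF1 overlaps the annotated genes AC015813.2 on its own strand and AC015813.5 on the opposite strand, and the counting could have split reads between them. The gain of these genes was 2.95% of the loss of SRSF1, in counts scaled to the summed gene counts without TMM. From a screen of these libraries, the paper took SRSF1 forward as a possible target of CYT.

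**Figure D1:**
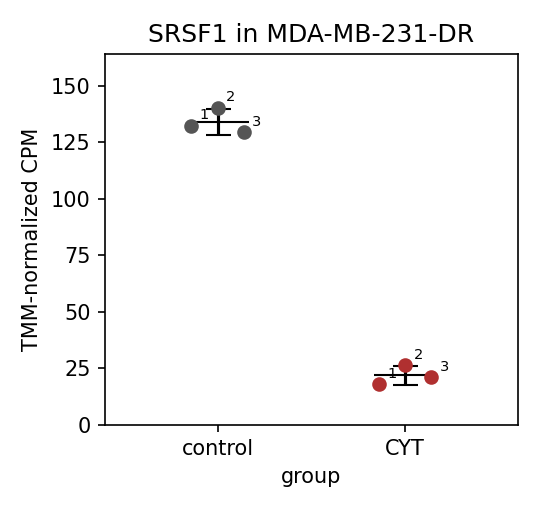
TMM-normalized CPM (vertical axis, from 0) of SRSF1 in control and CYT-treated MDA-MB-231-DR cells. Points are libraries numbered by replicate, horizontal lines are means and bars are SD (n = 3). The groups do not overlap, with means of 134 and 21.8.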

We screened that the expression of SRSF1 and its potential downstream regulatory gene MYO1B are modulated by CYT treatment. Results from qPCR and Western blotting further verified decreased RNA and protein levels of SRSF1 and MYO1B in parental and doxorubicin resistant BC cells (Supplementary Figure S2A–C). Noteworthy, the expression of SRSF1 was notably higher in drug resistant BC cells compared with the parental cells (Supplementary Figure S2D, E). We next investigated the role of SRSF1 in CYT-treated by ectopic expression of SRSF1 in BC cells. We observed that overexpression of SRSF1 recovered BC cell growth curve (Figure 4A), colony formation ability (Figure 4B), and the EdU-positive cells (Figure 4C and Supplementary Figure S3A) that suppressed by CYT. Besides, the cell migration and invasion suppressed by CYT were notably enhanced by SFSR1 overexpression, as was shown in Transwell expression (Figure 4D). Consistently, the expression of mesenchymal biomarkers N-Cadherin, Vimentin and Snail and cancer stemness biomarkers USP37, ALDH1, OCT4 and Smo/Gli-1 in BC cells was suppressed by CYT and markedly recovered by SRSF1 overexpression (Figure 4E and Supplementary Figure S3B).

**FIGURE 4:**
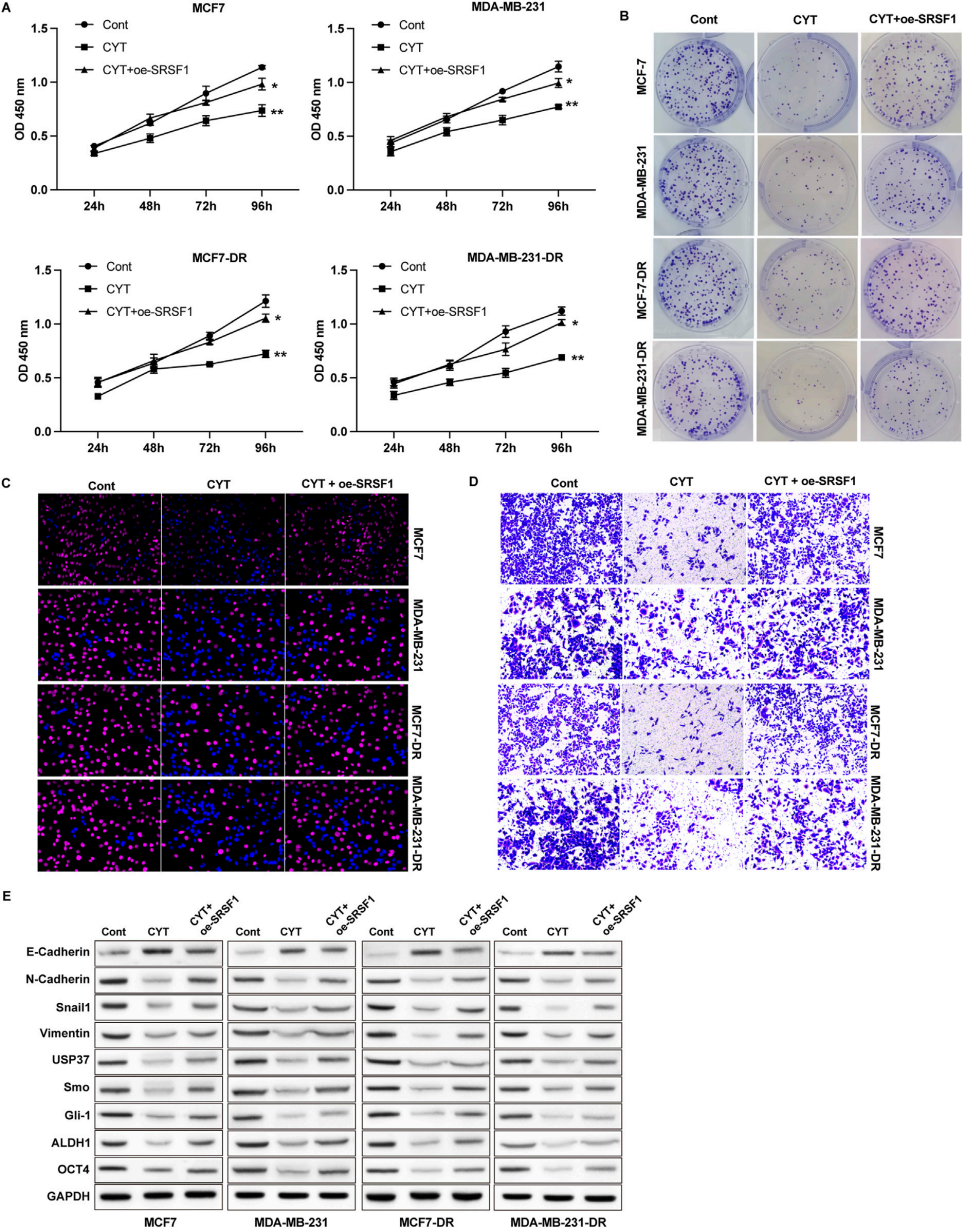
Cyperotundone affects the growth, metastasis, and doxorubicin resistance of BC cells (MCF 7-DR, MDA-MB-231-DR) via SRSF1. Cell proliferation was measured by **(A)** CCK-8, **(B)** colony formation and **(C)** EdU assay. **(D)** Cell invasion was measured by Transwell assay. **(E)** Protein levels of EMT and stemness biomarkers. *P < 0.05, **P < 0.01.

### 3.5 Cyperotundone modulates the growth of via SRSF1-regulated alternative splicing of MYO1B

SRSF1 plays a role in regulating alternative splicing in breast cancer cells. To determine whether SRSF1 is involved in the inhibitory effect of CYT on breast cancer cells by affecting alternative splicing, we examined several representative target genes. As shown in Figures 5A, B, the full-length MYO1B transcript (MYO1B-fl) level was decreased in SRSF1 depleted cells compared with the control cells, whereas the level of transcript with exon 23 depletion was elevated. Similarly, knockdown of SRSF1 can reduce the full-length transcript levels of CTNN, PRMT2, DBF4B, OS9, HNRNPDL, USP8, KTN1 and TNC (Figure 5A). Moreover, the expression levels of full-length MYO1B transcript (MYO1B-fl) and full-length protein in parental and drug-resistant BC cell lines were significantly decreased after CYT treatment, while SRSF1 overexpression could restore both levels (Figures 5C, D). These data suggested that CYT1 affects the SRSF1-regulated alternative splicing of MYO1B. Furthermore, the overexpression of SRSF1 or MYO1B could significantly restore the growth (Figures 6A–C) and invasion ability (Figure 6D) of MCF7-DR and MDA-MB-231-DR cells under the treatment of CYT *in vitro*. Similar with the *in vitro* results, the analysis by xenograft tumor model suggested that CYT notably reduced the tumor size (Figure 7A) and growth curve (Figure 7B) of MDA-MB-231-DR cells, along with decreased level of KI-67 (Figure 7C), whereas overexpression of SRSF1 and MYO1B reversed these effects. Compared with the control group, CYT notably downregulated the RNA levels of N-Cadherin, Snail, Vimentin, USP37, Smo, Gli-1, ALDH1, and OCT4, which were recovered by SRSF1 or MYO1B overexpression (Figures 7D, E).

**FIGURE 5:**
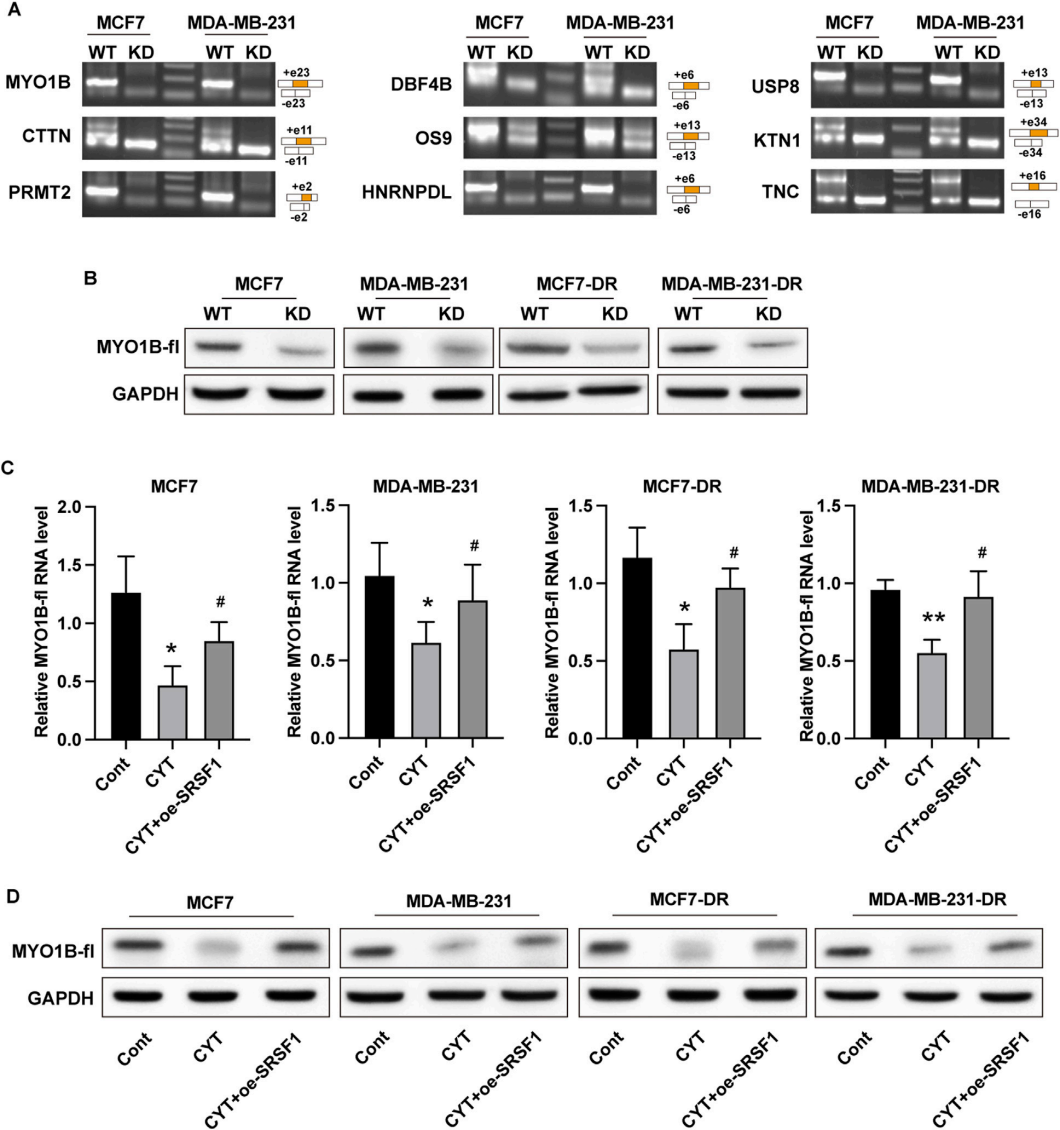
Cyperotundone regulates the alternative splicing effects of SRSF1 on MYO1B in parental (MCF 7, MDA-MB-231) and doxorubicin resistant (MCF 7-DR, MDA-MB-231-DR) BC cells. **(A)** The RNA levels of full length and alternative sliced transcript of targeted genes were detected by RT-PCR assay. **(B)** The expression of full length MYO1B was detected by Western blotting experiment. **(C)** The RNA levels of full length and alternative sliced transcript of targeted genes were detected by RT-PCR assay. **(D)** The expression of full length MYO1B was detected by Western blot experiment. *P < 0.05, **P < 0.01 vs. control; #*P* < 0.05, ##*P* < 0.01 vs. CYT group.

**FIGURE 6:**
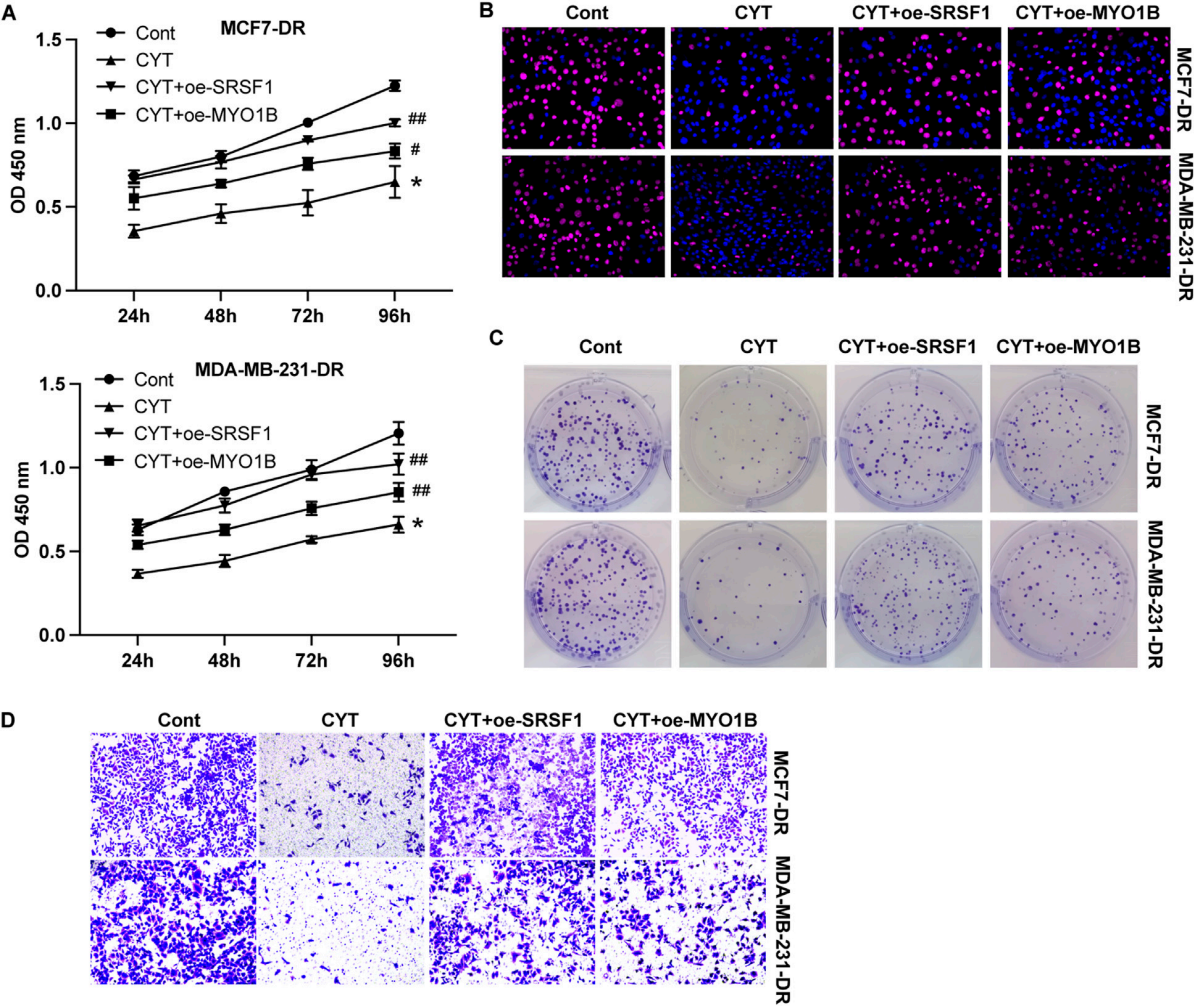
Cyperotundone affects doxorubicin resistant BC cell (MCF 7-DR, MDA-MB-231-DR) proliferation and metastasis via SRSF1/MYO1B axis. Cell proliferation was detected by **(A)** CCK-8 assay, **(B)** EdU assay, and **(C)** colony formation assay. **(D)** Cell invasion was measured by Transwell assay. *P < 0.05, **P < 0.01 vs. control; #*P* < 0.05, ##*P* < 0.01 vs. CYT group.

**FIGURE 7:**
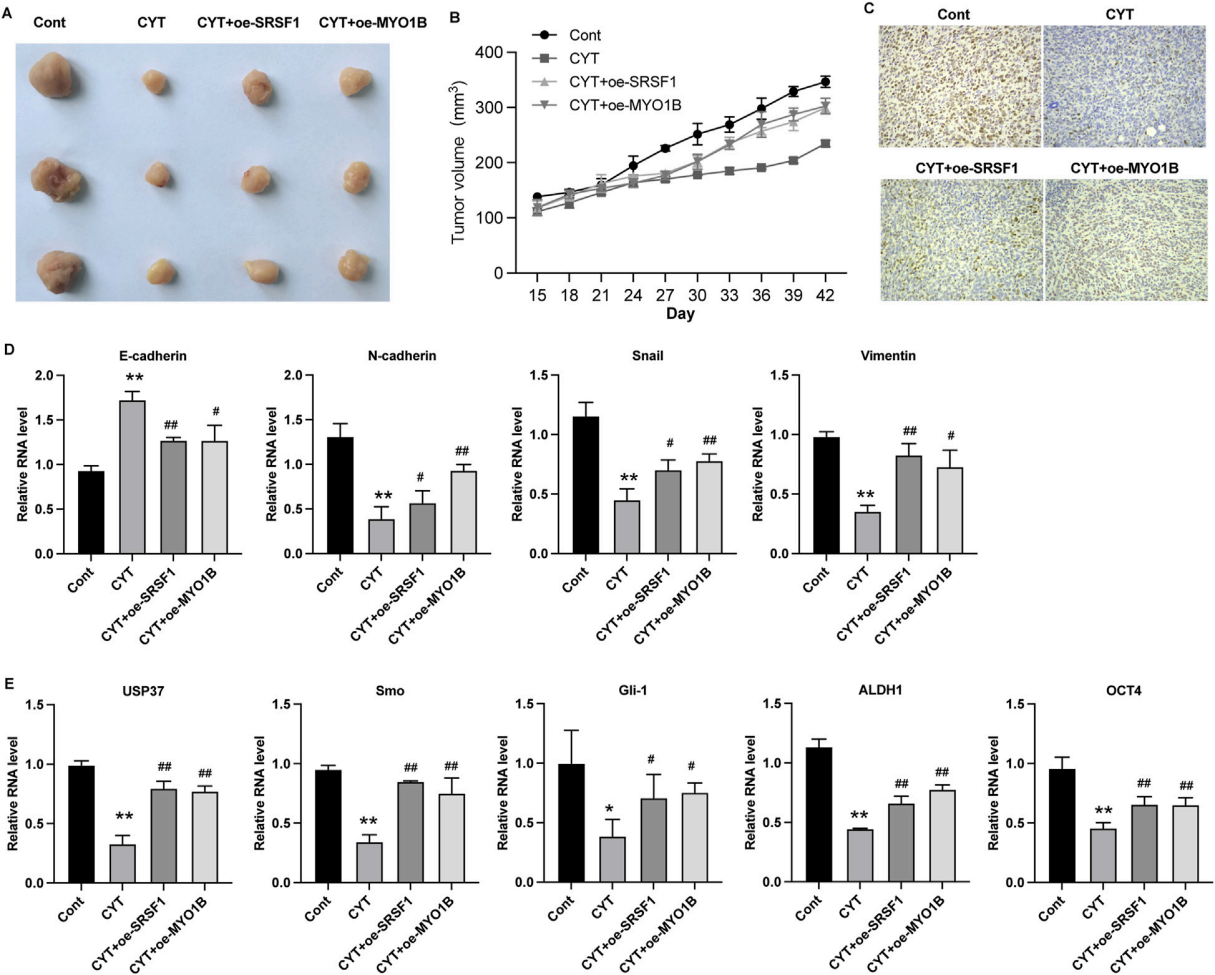
Cyperotundone inhibits the *in vivo* growth of BC cells (MDA-MB-231) through SRSF1/MYO1B axis. **(A)** Image of xenograft tumors in xenograft mouse model. **(B)** Tumor growth curve in xenograft mouse model. **(C)** Expression of Ki-67 in tumor tissues. **(D, E)** RNA level of E-Cadherin, N-Cadherin, Snail, Vimentin, USP37, Smo, Gli-1, ALDH1, and OCT4 in xenograft tumors. *P < 0.05, **P < 0.01 vs. control; #*P* < 0.05, ##*P* < 0.01 vs. CYT group.

## 4 Discussion

The emergence of chemotherapy resistance is one of the criticle reasons for cancer recurrence and poor prognosis of patients (Yao et al., 2019). Investigating therapeutic strategies that can alleviate chemotherapy drug resistance is crucial to improve the efficiency of breast cancer chemotherapy, which is a major clinical demand and an important scientific issue.

Some studies have reported the effects of extracts of Cyperus rotundus on tumors, such as 11,12-dihydroxy-4-ene-3-one, which demonstrated cytotoxic effects on ovarian cancer cells (Nogueira et al., 2020). Similarly, ethanol extracts of Cyperus rotundus have shown anticancer activity in triple-negative breast cancer (Wang et al., 2019). However, unlike these extracts, cyperotundone (CYT), a compound isolated from Cyperus rotundus, when combined with doxorubicin, not only induced apoptosis in tumor cells but also effectively inhibited chemotherapy-resistant breast cancer cells through inducing ROS production and NRF2/ARE signaling (Shao et al., 2023).

In our study, we found that CYT treatment significantly inhibited the proliferation of breast cancer cells and showed a dose-dependent trend but had no effect on the proliferation of normal breast epithelial cells. Moreover, administration of CYT notably suppressed the migration and cancer cell stemness, which was enhanced in CYT + Dox treatment. These experimental data suggesting that the preclinical activity of CYT is promising. However, the pharmacokinetic characteristics of CYT need to be further studied to explore the optimal human tolerated dose. Phase I clinical trials need to conduct to explore the side effects and appropriate dosage of CYT, and following phase II and III clinical trials to explore the efficacy and safety of CYT with Dox. The translation of our findings into clinical practice is possible through these standardized drug-development processes.

Alternative splicing is a widespread post-transcriptional regulation process of genes (Agosto and Lynch, 2018) (Bates et al., 2017). In recent years, it has been confirmed that it plays an important role in regulating the expression of oncogenes and tumor suppressor genes, and plays an important role in the occurrence and development of cancer (Agosto and Lynch, 2018). As an important alternative splicing modulator, SRSF1 could bind with different splicing regulatory elements to promote or inhibit splicing (Lv et al., 2021; Zhou et al., 2019). Several previous studies reported the important role of SRSF1-mediated alternative splicing in breast cancer (Xie et al., 2023; Kędzierska and Piekiełko-Witkowska, 2017; Yu and Fang, 2022; Anczuków et al., 2015). It has been reported that SRSF1 regulates alternative splicing events and harbors a binding motif involved in the splice switching of PTPMT1. By directly interacting with its motif in the exon 3 region, SRSF1 modulates this splice switching, partially contributing to its oncogenic function via the AKT/C-MYC axis. One study reported that long non-coding RNA HCG11 is downregulated in HR-positive breast cancer tissues and cell lines, and HCG11 could inhibit the malignant progression of breast cancer *in vivo* and *in vitro* (Xie et al., 2023). Mechanistically, HCG11 recruits SRSF1-targeted β-catenin and promotes its translation (Xie et al., 2023). Circular RNA RPAP2 was found to be downregulated in breast cancer samples and cell lines and correlated with the metastasis and TNM stage of breast cancer. Mechanistically, circRPAP2 could bind to SRSF1, which consequently inhibited SRSF1-mediated alternative splicing of PTK2, resulting in decreased levels of PTK2 mRNA and protein (Yu and Fang, 2022). While previous research has shown that SRSF1 overexpression is associated with increased malignancy and drug resistance in breast cancer, our results demonstrate that CYT treatment significantly reduces SRSF1 expression in drug-resistant cells (Song et al., 2024). SRSF1overexpression have been reported to involved in multiple resistance pathway. For example, CRNDE inducing cisplatin resistance through SRSF1/TIA1 signaling pathway in ovarian cancer (Wu et al., 2022). Circ_0001786 facilitates gefitinib resistance and malignant progression in non-small cell lung cancer via miR-34b-5p/SRSF1 (Ouyang et al., 2024). Notably, our data indicate that by targeting SRSF1-mediated alternative splicing of MYO1B, CYT can inhibit the chemo-resistance of breast cancer. The full-length MYO1B transcript (MYO1B-fl) level was decreased in SRSF1 depleted cells. The expression levels of full-length MYO1B transcript (MYO1B-fl) and full-length protein in drug-resistant BC cell lines were significantly decreased after CYT treatment, while SRSF1 overexpression could restore its levels. SRSF1 regulates the alternative splicing of MYO1B gene and inhibits its protein level, thereby inhibiting the proliferation, metastasis and stem cell properties of breast cancer cells, and promoting the chemosensitivity of drug-resistant breast cancer cells.

In clinical breast cancer samples, the expression of SRSF1 was upregulated and positively correlated with tumor grade, Ki-67 expression and poor prognosis. SRSF1 promoted the proliferation and migration of breast cancer cells and inhibited the apoptosis of breast cancer cells via regulating the alternative splicing of PTPMT1 (Du et al., 2021). In this study, through transcriptome sequencing analysis, we found that the SRSF1 level in breast cancer resistant cells was significantly reduced after receiving CYT treatment, and the cellular experiments verified this finding.

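In the RNA sequencing of MDA-MB-231-DR cells, the fall of SRSF1 held its direction and an adjusted p under 0.05 in each of the 16 alternative fits, including DESeq2, limma and edgeR with a replicate block or with a library left out. Its log2 fold change ranged over them from -2.77 to -2.21, the latter from limma on log2(FPKM + 1). Other SR genes changed as well. SRSF3 fell by 2.41 on the log2 scale (standard error 0.35, adjusted p = 0.00159 from edgeR's quasi-likelihood test), and SRSF2 fell by 1.85 (standard error 0.28, adjusted p = 0.00197 from the same test). SRSF4, SRSF6 and SRSF9 were also called lower, with log2 fold changes of -1.68, -1.58 and -1.18. Over the 11 tested SR genes the median was -1.18, and it was -1.02 under upper-quartile normalization, which shifted the median of all genes to 0.16. SRSF5, SRSF7, SRSF8, SRSF10 and SRSF11 were not called by this test. In single alternatives, SRSF5 was called higher with the replicate block (log2 fold change 0.92, adjusted p = 0.0299 from edgeR) and SRSF7 lower without CYT replicate 2 (log2 fold change -1.04, adjusted p = 0.0435 from edgeR). With a correction for GC content and length added after the data were seen, SRSF7 was called lower (adjusted p = 0.0200 from edgeR), and with the replicate block as well, SRSF5 was called higher (0.0110) and SRSF7 (0.0388) and SRSF11 (0.0426) lower. SRSF8 and SRSF10 changed sign between the alternatives. SRSF12 had at most 5 counts in a library and did not pass the filter on low counts. All 6 libraries came from the drug-resistant line, so they hold no comparison with parental cells.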

In addition, the expression levels of SRSF1 protein and RNA in drug-resistant breast cancer cells were significantly increased compared with parental cells, suggesting the SRSF1 may be the target of CYT in overcoming drug resistance. Knockdown of SRSF1 can reduce the expression level of full-length MYO1B protein in both drug-resistant and parental breast cancer cells, indicating that SRSF1 regulated the alternative splicing of MYO1B in breast cancer cells.

However, our study does have certain limitations. We only used two cell lines, MCF7 (HR positive BC cell) and MDA-MB-231 (TNBC cell), and found that CYT could overcome doxorubicin resistance. There are still many uncertainties from vitro findings into clinical practice, such as potential off-target effects of CYT, variability in preclinical models. Future research can be directed towards patient cohorts to help ascertain the correlation between the expression levels of SRSF1 and clinical outcomes, such as tumor grade, Ki-67 expression, and prognosis. Additionally, combination therapy approaches can be explored to investigate the concurrent administration of CYT with other anti-tumor agents, which may provide insights into its potential to overcome drug resistance and improve therapeutic efficacy. Our results only showed the effect of CYT in the above cell lines and indicated the potential effect in HR-positive breast cancer and triple-negative breast cancer. Further studies on HER2-positive breast cancer were also explored in our subsequent studies.

SRSF1 is a pivotal splicing factor that participates in the regulation of splicing processes, leading to a decrease in the expression of drug resistance-related proteins to enhance the sensitivity to chemotherapeutic agents. Thus, the development of small-molecule inhibitors or modulators targeting SRSF1 or MYO1B may provide a novel therapeutic strategy for drug-resistant breast cancer. Our findings identified the effects of CYT on identifying the potential regulatory with SRSF1/MYO1B axis via transcriptome analysis and experiment verification, supporting the anti-tumor effects of CYT against drug resistant breast cancer. Combining CYT with chemotherapeutic agents will enhance the uptake and sensitivity to chemotherapy, thereby achieving improved therapeutic efficacy.

## 5 Conclusion

In this study, we identified the effects of CYT on overcoming drug resistance of breast cancer and identified the potential regulatory with SRSF1/MYO1B axis via transcriptome analysis and experiment verification. Our findings supported the anti-tumor effects of CYT against drug resistant breast cancer and identified SRSF1 as a novel molecular mechanism.

## Data Availability

The data supporting this study are available in the GEO database (Accession Number: GSE291469), accessible via the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE291469.

# Supplementary material for: Cyperotundone promotes chemosensitivity of breast cancer via SRSF1
**Source:** Front Pharmacol. 2025 Mar 19;16:1510161. doi: 10.3389/fphar.2025.1510161
**Supplement:** Supplementary file 2

**Supplemental table S1 Primer sequence**

| Primer | Sequence |
| --- | --- |
| SRSF1-Forward | 5’- GCCGCATCTACGTGGGTAAC-3’ |
| SRSF1-Reverse | 5’- GAGGTCGATGTCGCGGATAG-3’ |
| E-Cadherin-Forward | 5’-CGAGAGCTACACGTTCACGG -3’ |
| E-Cadherin-Reverse | 5’- GGGTGTCGAGGGAAAAATAGG-3’ |
| N-Cadherin-Forward | 5’-AGCCAACCTTAACTGAGGAGT -3’ |
| N-Cadherin-Reverse | 5’- GGCAAGTTGATTGGAGGGATG-3’ |
| Snail-Forward | 5’- TCGGAAGCCTAACTACAGCGA-3’ |
| Snail-Reverse | 5’-AGATGAGCATTGGCAGCGAG -3’ |
| USP37-Forward | 5’- GGTCTGGTAGTTTTGGAGCCA-3’ |
| USP37-Reverse | 5’- GCAGAAGCCTGATTGTCTGAG-3’ |
| Gli-1-Forward | 5’- AACGCTATACAGATCCTAGCTCG-3’ |
| Gli-1-Reverse | 5’- GTGCCGTTTGGTCACATGG-3’ |
| ALDH1-Forward | 5’- GCACGCCAGACTTACCTGTC-3’ |
| ALDH1-Reverse | 5’-CCTCCTCAGTTGCAGGATTAAAG -3’ |
| OCT4-Forward | 5’- GGGAGATTGATAACTGGTGTGTT-3’ |
| OCT4-Reverse | 5’-GTGTATATCCCAGGGTGATCCTC -3’ |
| GAPDH-Forward | 5’- ACAACTTTGGTATCGTGGAAGG-3’ |
| GAPDH-Reverse | 5’- GCCATCACGCCACAGTTTC-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

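RNA from 3 control and 3 CYT-treated cultures of MDA-MB-231-DR cells was sequenced, and each library was taken as 1 replicate of its group from the sample labels. The authors deposited raw counts per gene, made from clean reads aligned with Hisat2. The program and annotation used for counting are not named in the paper's text. The authors also deposited FPKM values. In the 10160 genes with at least 50 counts in every library, the gene length implied by count and FPKM differed between libraries by at most 0.00209%, so for these genes the FPKM carries the same measurement as the count. Of the 58302 genes, 58039 identifiers are in GENCODE release 29, and 97.6% of these have the same GRCh38 locus. Of 31927 genes compared, 12729 (39.9%) had an implied length equal to the exonic length of that release within 1 bp. The matching loci therefore do not show that the same gene models were used for counting.

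The counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM normalization, edgeR's filterByExpr (minimum count 10), and the quasi-likelihood test of CYT against control over 15572 genes, adjusted by the Benjamini-Hochberg method. DEGs had an adjusted p under 0.05 and an absolute log2 fold change over 1. Standard errors were obtained from the log2 fold change and the F statistic. CPM values are TMM-normalized unless another scale is named. Total counts ran from 14050849 to 17770102 in control and from 13056270 to 14106017 in CYT libraries. A group with at most 3 counts in every library was taken as at the floor, and a fold against it is a lower bound that covers counting error only. Replicates of a group differed by far more than sampling noise, with a chi-square per gene of 25.7 or more in every pair, so no library was counted as a copy of another.

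Gene lists were written by hand before the data were examined and are not the GO or KEGG terms, which were not used here. They were tested with camera in limma 3.58.1 on log2 CPM. The genes named in the text are those the paper measured, PTPMT1, which it cites from earlier work, and the uridine kinase and SR genes. Also named are the 5 genes with the largest rise and the 5 with the largest fall. These were taken among genes with an adjusted p under 0.05, a mean of at least 5 CPM and no overlap between the groups. ANKRD1 is named only as a target left out of the YAP and TAZ list, and AC015813.2 and AC015813.5 only as overlapping SRSF1. Of the genes the paper measured, 1 is not reported here. MT-RNR2 and MT-RNR1 were named after their values were seen. The alternatives set before the data were examined were DESeq2 1.42.0, upper-quartile normalization, no filter, a mean of at least 5 CPM, limma on log2(FPKM + 1) and log2(FPKM + 0.1), a replicate block, protein-coding genes only, other criteria for DEGs, glmTreat, camera with an estimated correlation, fry, and leaving out each library in turn. A correction for GC content and exonic length, with and without the replicate block, was added after the data were seen, as were 2 gene lists.

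Same-numbered libraries deviated from their group means together, with correlations across genes of 0.188, 0.458 and 0.124 for replicates 1, 2 and 3. Each is over 0.1, which was taken as pairing. The pairing comes from the replicate numbers of the labels and this check alone, and 2 pairs of different numbers, control 1 with CYT 3 (0.303) and control 3 with CYT 1 (0.201), had higher correlations than same-numbered pairs 1 and 3.

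The tests were tried on simulated counts for the 15572 genes, with 200 genes changed by a log2 fold change of 2 in either direction. In 5 simulations, edgeR recovered from 99 to 119 of the 200 genes, and from 3.23% to 10.3% of its calls were false, against a nominal 5%. The share of false calls was from 17.0% to 22.4% for DESeq2, from 4.17% to 11.0% for limma, and from 3.33% to 12.6% for edgeR with the replicate block. A limit of 15% false calls had been set for every tool. DESeq2 exceeded it in the first simulation, after which 4 further simulations were added and the limit was kept for edgeR without the block alone. DESeq2 exceeded it in all 5, so its calls are to be read with more caution. The simulations used edgeR's dispersions and changed far fewer genes than the 4451 called in the data. The shares of false calls therefore do not carry over to the data. Camera, fry and camera with an estimated correlation each recovered a shifted list of 30 genes in every simulation. These genes were drawn independently and all shifted by the same amount. The simulations therefore do not show how the list tests do with correlated genes or mixed changes. The correction for GC content lowered the rank correlation of an added trend from 0.711 to 0.0238. A first version of that test had a slope in the wrong unit and was corrected.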

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

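The tests of mitochondrial RNA and of library depth for silent genes were chosen after the result was seen, and the tests of antisense genes, of detected genes and of epithelial markers were written before their own values were seen. Each result here was flagged as a signal above the control level in genes the paper does not discuss.

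Antisense genes took 0.566 ± 0.0108% of all counts (SD, n = 3) in CYT-treated cells and 0.275 ± 0.0203% (SD, n = 3) in control cells, and the share of lincRNA genes rose from 0.232% to 0.407%. The tested 1320 genes of both types had a median log2 fold change of 1.40. Several technical explanations were tested. Genomic DNA would raise silent genes too, but 385 olfactory receptor genes gained per kb only 1.18% of what antisense and lincRNA genes gained. Reads of overlapping coding genes would leave genes without such an overlap unchanged, but 552 of them had a median of 1.23. Low expression would give the same in matched protein-coding genes, but the median lay above all of 10000 matched random lists (percentile 100), whose own median was 0.24. After GC content and length correction with the replicate block, the median was 1.18. Strand was not stated for the counting, so a part of the antisense counts of overlapping genes stays uncertain. A change of transcription or RNA decay by CYT is a hypothesis that stays open.

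The number of genes with at least 10 counts was higher in CYT libraries. With every library thinned to 13056270 counts, it was 15690 in the lowest CYT library, 1217 more than in the highest control library, which argues against library depth as the explanation. Whether this shares a source with the antisense counts was not tested.

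MT-RNR2, a mitochondrial ribosomal RNA, had a log2 fold change of 3.40 (standard error 0.27, adjusted p = 0.000302 from edgeR's quasi-likelihood test), and it was higher in 3 of 3 CYT libraries than in any control library. The 13 mitochondrial mRNAs had a median of 0.68 and a highest value of 1.83, which argues against a general rise of mitochondrial RNA as the whole source. MT-RNR1, the other mitochondrial ribosomal RNA, had a log2 fold change of 2.30, as less complete removal of ribosomal RNA in the CYT libraries needs. The authors removed ribosomal RNA reads before counting, so a technical source may explain the rise, and a biological one stays open.

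INSM2 had no count in control libraries and 265, 367 and 288 counts in CYT libraries, at least 120.6-fold higher. By a criterion of at most 3 counts in every library of a group and at least 30 in every library of the other, 72 genes were silent in control and counted after CYT treatment, and 7 went the other way. A first test of depth relied on the total counts, which overlap between the groups, and was replaced. With every library thinned to 13056270 counts, 79 genes were silent in control and counted after CYT treatment and 3 went the other way, which argues against library depth. RNA of epithelial cells in the CYT libraries was tested with 15 marker genes written down before the test. Their median gain was -0.50 against 22.8 for INSM2, both in CPM of the summed gene counts without TMM normalization. Of 10 tested markers, 0 were called higher and 2 lower. It had been written that most markers would be near the floor if such cells were absent, and only 1 was, since the line itself expresses several of them. RNA of other cell types was not tested.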

How the results depend on the processing

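SRSF1 stayed lower with an adjusted p under 0.05 in all 16 alternative fits.

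The number of DEGs, 4274 (2373 higher, 1901 lower), was 2710 (1392 higher) with a mean of at least 5 CPM, where fewer genes were tested, and 2375 (1265 higher, 1110 lower) with limma on log2(FPKM + 1), where the pseudocount shrinks fold changes of low genes. Of these 2375, 2286 are among the 4274. Leaving out a library gave from 2731 (without control replicate 3) to 4740 DEGs (without CYT replicate 2), with 1563 to 2471 higher and 1167 to 2269 lower, and fewer libraries were fitted. The number of genes with an adjusted p under 0.05, 4451 (2449 higher, 2002 lower), was 2859 (1464 higher) with a mean of at least 5 CPM. It was 1777 (1197 higher, 580 lower) with glmTreat, which tests against a log2 fold change of 1. It ranged from 2731 to 5523 with a library left out (1563 to 2844 higher, 1167 to 2679 lower). With the replicate block, 3089 genes were lower. With the GC content and length correction, chosen after seeing the data, 7126 genes were called (3525 lower), and with the replicate block added 6908 (3408 lower). For the last 3 settings the cause was not tested. Upper-quartile normalization shifted the median log2 fold change of all genes from 0.0064 to 0.16 and raised the share of higher genes among DEGs from 55.5% to 64.3%.

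Among 16 gene lists, camera called 5, fry 9 and camera with an estimated correlation 0. With the latter the adjusted p was 0.331 for the SR and hnRNP list, 0.392 for the SR genes, 0.148 for translation factors and 0.331 for the G2 and M phases. All 11 tested SR genes, SRSF1 among them, are also in the SR and hnRNP list, so the calls of these lists are not separate. Fry also called nucleotide phosphatases (adjusted p = 0.0117), drug efflux transporters (0.0117), interferon response (0.0338) and the paper's mesenchymal and stemness markers (0.0106, with 3 of 4 tested genes higher). Camera compares a list with the other tested genes, while fry asks whether the list itself changed. Their calls therefore answer different questions. Any further cause of these differences was not tested. Lists without a call changed direction in a few settings. These were the S phase under fry (adjusted p = 0.994), without control replicate 1 (0.871) and without CYT replicate 2 (0.780), ribosomal protein genes (0.826) and drug efflux transporters (0.872) with a mean of at least 5 CPM, and mitochondrial mRNAs without CYT replicate 1 (0.925). Over all 6 fits that left out a library, the adjusted p ran from 0.780 to 0.957 for the S phase and from 0.00326 to 0.925 for mitochondrial mRNAs. Only the fit without CYT replicate 2 called the mitochondrial mRNAs, as higher (0.00326).

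Some uncalled genes had a log2 fold change near 0 whose sign changed. PRMT2, at -0.076, was 0.080 with upper-quartile normalization, 0.028 with a mean of at least 5 CPM, 0.0063 with protein-coding genes only, 0.017 with GC content and length correction and the replicate block, and from -0.21 to 0.10 with a library left out. SRSF8 was -0.011 without a filter, -0.0062 with GC content and length correction, and from -0.12 to 0.31 with a library left out. SRSF10 ranged from -0.67 to 0.046 and DBF4B from -0.20 to 0.30 in those fits.

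The replicate block also brought USP37, TNC and SRSF5 past the threshold, with log2 fold changes of 1.25, -0.93 and 0.92 under the block, and it changed no other call of a named gene or list. OS9 lost its call without a filter (adjusted p = 0.0635) and in 5 of the 6 fits that left out a library. DESeq2 called TNC (adjusted p = 0.0364), as did the fit without control replicate 2 (0.0500, just under the threshold). Without CYT replicate 2, KTN1 (0.0272) and SRSF7 (0.0435) were called lower and UCK1 higher (0.0112). The GC content and length correction, chosen after seeing the data, called KTN1 (0.0394), PTPMT1 (0.0369), TNC (0.0272) and SRSF7 (0.0200) lower and USP37 (0.0105) and UCK1 (0.0242) higher. With the replicate block added, it called KTN1 (0.0448), PTPMT1 (0.0197), SRSF7 (0.0388) and SRSF11 (0.0426) lower and USP37 (0.0123), UCK1 (0.0416) and SRSF5 (0.0110) higher. Low counts limit CDH1, CDH2, ALDH1A1, POU5F1, SMO and SRSF12, which did not pass edgeR's filter on low counts. ALDH1A1 had 0 counts in all 6 libraries. Without a filter, CDH1 was called higher (log2 fold change 6.07, adjusted p = 0.0147), and CDH2 (0.842), POU5F1 (0.882), SMO (0.800) and SRSF12 (0.956) were not called. The lower bound for the fold of CDH1, 3.07, was 1.56 without CYT replicate 2.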

Differences from the paper's values

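The paper's text gives no value from RNA sequencing. Its qPCR bars for MDA-MB-231-DR cells are another assay of the same transcripts, and the ratios of CYT to control below were read from them by eye. The legend gives Fig. 2F as protein levels, but the bars of that panel have an axis of relative RNA level and were read as qPCR. SNAI1 was 7.02-fold of control in the RNA sequencing, against about 0.57 for the paper's Snail in Fig. 2D, and none of the alternatives set before the data were examined closed the gap. GLI1 was 12.0-fold, against about 0.67 for the paper's Gli-1 in Fig. 2F. The replicate SD is the SD of the 3 CYT libraries in CPM, divided by the control mean. Among the alternatives set before the data were examined, only limma on log2(FPKM + 1), at 2.43-fold, came within it. This value was still higher than control, and its pseudocount shrinks fold changes of low genes such as GLI1 (mean of 1.44 CPM in control). Leaving out a library moved the fold of GLI1 from 8.88 (without control replicate 2) to 19.1 (without control replicate 3). USP37 was 2.53-fold, against about 0.61 for the paper's USP37 in Fig. 2F, and its change was not called (adjusted p = 0.0832 from edgeR's quasi-likelihood test), though DESeq2 (adjusted p = 0.0298) and edgeR with the replicate block (adjusted p = 0.0154) called it higher. USP37 came within the replicate SD, still higher than control, with limma on log2(FPKM + 1) at 1.59 and log2(FPKM + 0.1) at 2.22. The same held without control replicate 3 at 2.06 and without CYT replicate 2 at 1.53. The SD included CYT replicate 2 in every setting, with 684 counts against 213 and 223 in CYT replicates 1 and 3. It therefore cannot decide whether the fit without that library closed the gap. The other alternatives set before the data were examined did not come within the replicate SD. The CYT dose and time of the RNA sequencing are not named in the paper's text, so the assays were not shown to share them.

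The paper states that uridine kinase and nucleotide phosphatase genes were affected. These lists were not called by camera, while fry called nucleotide phosphatases, and the lists are not the paper's GO terms. The paper reports lower N-cadherin, Smo, ALDH1 and OCT4. CDH2, SMO and POU5F1 had at most 11 counts in a library and ALDH1A1 had 0 in all 6, so a fall was not detectable at this depth. These transcripts were hardly counted in control cells already, with means of 0.11, 0.26 and 0.27 CPM for CDH2, SMO and POU5F1.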

Other observations

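The tests of SRSF1, of the DEG number and of YAP and TAZ target genes were chosen after their results were seen, and the test of the replicate number was written before.

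VIM fell by 1.30 on the log2 scale (standard error 0.26, adjusted p = 0.00535 from edgeR's quasi-likelihood test) and SNAI1 rose by 2.81 (standard error 0.49, adjusted p = 0.00330 from the same test). CDH1 had 0 counts in control and 6, 16 and 2 in CYT libraries, at least 3.07-fold higher, and at least 1.56-fold without CYT replicate 2, which holds most of its counts. It did not pass the filter on low counts, and without a filter it was called higher (adjusted p = 0.0147 from edgeR). MKI67 was not called (log2 fold change 0.31, adjusted p = 0.461 from the same test), and neither was GAPDH (log2 fold change -0.46, adjusted p = 0.346 from the same test). The counts are totals per gene, so they cannot show a change between full-length and shorter transcripts, which the paper measured after SRSF1 knockdown. Of the genes whose splicing it examined there, HNRNPDL fell by 2.00 on the log2 scale after CYT treatment and OS9 rose by 1.05. CTTN (read for the paper's CTNN), PRMT2, DBF4B, USP8, KTN1 and TNC were not called. PTPMT1 was not called. Some of these were called lower in single alternatives, TNC with the replicate block (log2 fold change -0.93, adjusted p = 0.0360 from edgeR) and with DESeq2 (adjusted p = 0.0364), and KTN1 without CYT replicate 2 (log2 fold change -0.95, adjusted p = 0.0272 from edgeR). With the GC content and length correction, TNC (adjusted p = 0.0272), KTN1 (0.0394) and PTPMT1 (0.0369) were called lower, and with the replicate block added KTN1 (0.0448) and PTPMT1 (0.0197). VIM, GLI1 and USP37 overlap genes on the opposite strand and SNAI1 has an annotated pseudogene, so the counting could have split or added reads there.

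The 5 genes with the largest rise were INSM2, AL139099.1, OVOL1, FOXA3 and CCM2L, at least 64.1-fold higher. SPDEF was at least 50.0-fold lower. SLCO4A1-AS1, MIG7, CYR61 and BRSK2 had log2 fold changes of -5.52, -5.31, -5.02 and -4.53. AL139099.1 and SLCO4A1-AS1 are antisense genes, and their counts are uncertain where the counting ignored strand.

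The fall of SRSF1 was set against technical and general explanations. After GC content and length correction with the replicate block, its log2 fold change was -2.76. The genes that overlap SRSF1 gained 2.95% of the CPM it lost, in CPM of the summed gene counts without TMM normalization. These 2 values argue against GC content or length and against reads moved to overlapping genes as the whole source. A general block of transcription stays open. Normalization centres a general fall, and 21 short-lived mRNAs went both ways, with a median of -0.093, 6 called lower and 7 called higher. A specific effect of CYT on SRSF1 and other SR genes is a hypothesis that stays open.

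Of the 10 splits of the 6 libraries, 1, the real one, gave 4274 DEGs, and the most in another split was 1. Of the 4 splits that part all 3 replicate pairs, the other 3 gave 0 DEGs each. A design of 3 against 3 cannot give a share under 0.1, so chance cannot be told apart by this count. After GC content and length correction with the replicate block there were 4878 DEGs, which argues against these trends as the source of the number.

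The replicate numbers may reflect a technical trend. Deviations of the libraries numbered 2 from the mean of all 6 libraries followed GC content. Their rank correlations across genes were -0.26 (control) and -0.55 (CYT). The other 4 libraries had positive ones, but deviations from a shared mean cancel out, so these signs are no separate evidence. These deviations also include any difference between the groups. The correlations of same-numbered libraries use deviations from the group means instead. After GC content and length correction, that of the libraries numbered 2 fell from 0.458 to 0.193. Those of numbers 1 and 3 were -0.0068 and 0.030. Genes are not independent replicates. A shared batch of same-numbered cultures stays open, as no batch is named.

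CYR61 and ANKRD1 are targets of YAP and TAZ, and a fall of that target set was a hypothesis made after CYR61 was seen. The other 20 targets had a median log2 fold change of -0.51, with 14 lower, 6 called lower and 2 called higher. The camera p was 0.0410, and 0.0819 after adjustment over the 2 lists added after seeing the data, while the fry test gave an adjusted p of 0.00674. Camera compares the set with other genes and fry does not, so these p-values answer different questions. A fall of the set and a change of single targets cannot be told apart.

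Among the remaining lists fixed before the data were examined, cholesterol synthesis genes were lower by camera (median -0.97, adjusted p = 0.00154, 17 of 19 lower, 10 called lower), not with an estimated correlation (adjusted p = 0.148). Camera called none of NRF2 targets (adjusted p = 0.902), the integrated stress response (0.620), interferon response (0.620), mitochondrial mRNAs (0.620), hypoxia (0.620), drug efflux transporters (0.954), and the paper's mesenchymal and stemness markers (0.466, with 4 of 8 genes tested). Fry called 3 of these, interferon response (adjusted p = 0.0338), drug efflux transporters (0.0117) and the paper's markers (0.0106). Fry does not compare a list with other genes, so its calls do not answer camera's question.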
